A study of Mus musculus with 15 samples. Its data were reported in "Somatic cell fate maintenance in mouse fetal testes via autocrine/paracrine action of AMH and activin B" (2022).

How the data were processed

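RNA of whole mouse gonads collected at embryonic day 15.5 (E15.5) was hybridized to Affymetrix mouse transcriptome arrays (Clariom D type), 1 array per sample. The labels gave 15 arrays in 3 groups of 5: XY gonads lacking both *Amh* and *Inhbb* (dKO XY), wild-type testes (control XY) and wild-type ovaries (control XX). Samples were grouped from these labels alone. The age is that of the labels, although the study's data statement lists these arrays under an earlier embryonic stage. Replicate numbers 1 to 5 recur in each group, but arrays with the same number were mostly not more alike between groups. After group means were removed, dKO XY and control XY arrays with the same number correlated at r = -0.19 to -0.041. The range was -0.11 to 0.19 for control XX and control XY and -0.17 to 0.16 for dKO XY and control XX, with 1 of 5 pairs above 0.1 in each. The replicate number was therefore used only as an alternative setting.

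The deposited table held 1 normalized log2 signal per transcript cluster, the array's unit for 1 transcribed region, as made by the authors with the manufacturer's analysis software and RMA-type normalization. The values ran from 2.13 to 19.93. A 16-bit scanner cannot give more than 16 on a plain log2 scale, and 891 clusters passed 16 on at least 1 array. The deposited scale is therefore stretched against plain log2 signal by an amount that the sources do not state. Every log2 difference and every fold threshold here is in deposited units, so a difference of 1 unit is called 2-fold only by convention, and the true ratio may be smaller. No value was missing. Of 72688 entries, 6732 were control probes and were left out of the tests, which covered 65956 clusters. Of these, 30604 carried 1 gene symbol, 2146 carried several and 33206 carried none. Where a gene had several clusters, as for 429 symbols, the cluster with the highest mean over the 15 arrays stood for it. The genome build of the array annotation was not stated, so chromosomes are given from it and distances from a reference gene table.

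Arrays count no molecules, and the number of arrays sets the precision. Medians of the 15 arrays lay between 5.17 and 5.33. The median signal was 6.24 over 5222 negative control probe sets, 11.13 over 1324 positive control probe sets and 3.61 over the antigenomic background probes. On this array family the positive and negative sets are understood to lie in exons and introns of constitutively expressed genes, and the difference between their medians served as a measure of array quality.

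Groups were compared with limma 3.58.1 in R 4.3.3. A linear model with 1 mean per group was fitted to the deposited log2 values of all 15 arrays, and 3 contrasts were tested with moderated statistics (eBayes, two-sided). A cluster was called at a Benjamini-Hochberg adjusted p below 0.05 over all clusters together with a difference of at least 1 log2 unit. Differences are given as the first group minus the second with their standard error (SE). Levels are given as mean ± SD over 5 arrays. The same thresholds stand in the study's methods.

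Before the data were examined, 28 gene lists were fixed for cell types, pathways and sample quality: Sertoli cell, granulosa cell, WNT/beta-catenin targets, fetal Leydig cell, adrenal-type steroidogenic, interstitial progenitor and stroma, hedgehog targets, germ cell of both sexes, meiotic prophase, oocyte differentiation, male germ cell, TGF-beta family ligands, TGF-beta family receptors, SMAD feedback targets, cord basement membrane, endothelial cell, pericyte and smooth muscle, macrophage and immune, erythroid cell, surface epithelium, mesonephros, cell cycle, cholesterol synthesis, immediate early and stress, histone genes, Y-linked genes, *Xist*, and the genes that the study named at E15.5. The 26 lists with at least 5 measured genes were tested with camera (limma) at a preset correlation of 0.01 between genes, and p values were adjusted over the 26 lists. Camera with a correlation estimated from these arrays and the rotation test fry were alternatives.

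The genes named in the text followed a rule fixed at the same time. For each contrast it took the 10 highest and 10 lowest called genes with a single established symbol whose 2 groups did not overlap, the 2 targeted genes, the genes named by the study, *Xist* and the Y-linked genes, and up to 4 members of each list with the largest statistics. It also took the 5 genes highest above and the 5 farthest below both controls in dKO XY, ranked by the smaller of the 2 differences. The rule does not say whether microRNAs and predicted names count in this last part, and they were left out as in the first. Genes named outside the rule were chosen after their values were seen. These were *Defb19*, *Dppa4*, *Tagln* and *Col1a1* between dKO XY and control XY, *Ctnna3* and *Hmox1* between the controls, *Nr0b1* between dKO XY and control XX, *Pam*, *Sox2*, *Prdm14*, *Tcl1*, *Fabp3*, *Pax2*, *Uba1y*, *Rassf9*, *Mir1931*, *Mir218-1*, *Efhd1*, *Ildr2* and *Kif26b*, and the called pluripotency genes.

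The position of an array between testis and ovary was the median, over clusters that differed between the controls, of its distance from the control XY mean divided by the distance between the control means. A control array was left out of the mean it was scored against. Groups were compared by an exact two-sided permutation test. Overlap between the dKO XY and control XX changes was set against 100 simulations with no effect in which both contrasts shared control XY arrays, and against 20 assignments of the control XY arrays to 1 contrast or the other. Intervals of shares are 95% Wilson intervals.

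The pipeline was tested on simulated data in 5 runs over 65956 clusters, with 200 changed clusters per run at 4 sizes. True differences of 1.5 log2 units were called in 99.2% of cases and differences of exactly 1 in 53.6%. Of the clusters with adjusted p below 0.05, 5.69% were false, and 7 false clusters were called over all runs. A true position of 0.4 was recovered as 0.4, and 0 of 390 list tests with no effect were called. The simulated clusters varied independently, so the list result does not cover lists whose genes vary together.

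The alternatives fixed beforehand were the replicate block, unmoderated contrasts, a filter on dim clusters, 1 cluster per symbol, a second quantile normalization, median centring, array weights, a variance trend, a fit to 2 groups only, fold thresholds of 1.5 and none, a test against a 1.5-fold change (treat), omission of the X and Y chromosomes, and omission of each array in turn. Thresholds of 3-fold and 4-fold and the array quality measure as a covariate were added after seeing the data. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9, with numpy 2.4.6 and pandas 2.3.3.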

Results

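The transcriptomes of whole fetal gonads were measured at E15.5, after testis cords have formed and when germ cells of the ovary are in meiosis. 3 groups of 5 arrays were available: control XY testes, control XX ovaries and dKO XY gonads, which lack anti-Müllerian hormone (AMH) and the beta subunit of activin B. On the deposited log2 scale the 15 arrays had medians from 5.17 to 5.33, and each array had a mean correlation of 0.991 to 0.995 with the others of its group. The first principal component held 50% of the variance and separated the groups without overlap, with mean scores of 65.8 in control XY, 7.91 in dKO XY and -73.7 in control XX. The second held 13.5% and set dKO XY (mean 37.1) apart from control XY (mean -20) and control XX (mean -17.1). On it the control XY arrays also spread widely, from -49.5 to 16.9, with dKO XY from 23.5 to 52.9.

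**Figure D1:**
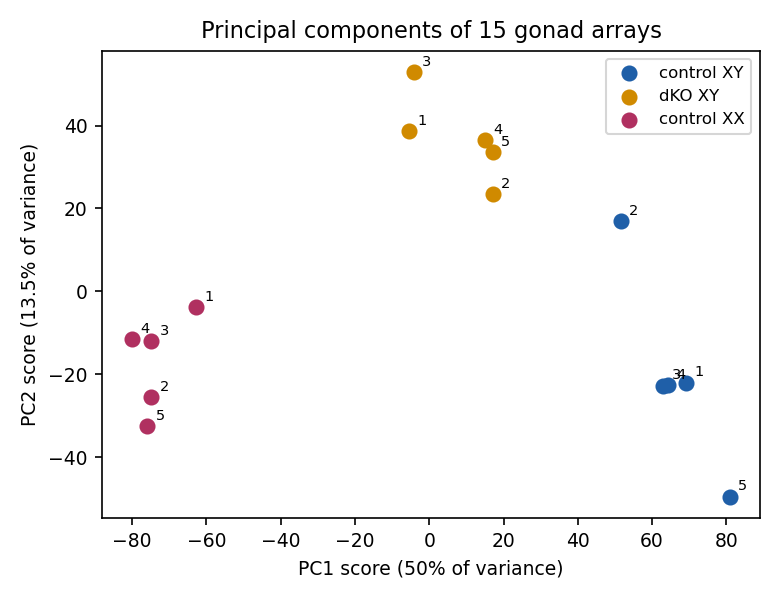
Scores of the 15 arrays on the first and second principal components (horizontal axis, 50% of the variance; vertical axis, 13.5%), with 1 point per array, coloured by group and numbered by replicate. The dKO XY arrays lie between -5.44 and 17.1 on the first component, between the control XX and control XY arrays.

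The genotype and sex labels were examined through the targeted genes and the sex chromosomes. *Amh*, the Sertoli cell hormone that removes the Müllerian ducts, fell in dKO XY from 11.47 ± 0.49 to 4.51 ± 0.15 (SD, n = 5 each), a log2 difference of -6.96 ± 0.18 (SE; limma adjusted p = 2.5e-12). That level lay beside the 4.31 ± 0.14 of control XX and near background, which leaves the size of the fall uncertain. *Inhbb*, which encodes the activin B subunit, fell by 1.26 ± 0.08 (adjusted p = 6.8e-08) from 10.53 ± 0.12 to 9.27 ± 0.1, with 9.18 ± 0.1 in control XX. A cluster averages probes along a gene, and probes outside a deleted part do not test the deletion. *Xist*, the RNA of the inactive X chromosome, had levels of 5.59 ± 0.22 in dKO XY, 5.96 ± 0.33 in control XY and 16.39 ± 0.11 in control XX. None of the 3 measured Y-linked genes was called between dKO XY and control XY (*Uty* -0.14, *Kdm5d* 0.24 and *Eif2s3y* 0.21), and all 3 were 4.16 to 5.13 higher in dKO XY than in control XX.

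The comparison of the 2 control gonads set the scale of sexual difference at this age. Ovaries had far higher meiotic transcripts than testes, led among them by *M1ap* (log2 difference 7.62 ± 0.27, limma adjusted p = 8.9e-12) and *Meioc* (6.49 ± 0.29), which is needed for meiotic prophase. Of 31 measured genes of meiotic prophase, 30 were higher in control XX and 0 were lower (camera adjusted p = 2e-33). Of 20 granulosa cell genes 13 were higher, including *Fst* (5.45 ± 0.21), which encodes follistatin, *Lgr5* (4.41 ± 0.14) and *Foxl2* (3.03 ± 0.15), a transcription factor of the ovarian supporting lineage, and 1 was lower (*Ctnna3*), with a camera adjusted p of 1.8e-11. Of 26 Sertoli cell genes 20 were lower in control XX (camera adjusted p = 8.8e-26), among them *Sox9* (-3.04 ± 0.08), *Dhh* (-4.14 ± 0.11) and *Hsd17b3* (-8.27 ± 0.23), which converts androstenedione to testosterone. Genes of steroid synthesis were far lower, with *Cyp11a1* at -11.52 ± 0.26 (adjusted p = 6.9e-14) and *Cyp17a1* at -10.21 ± 0.39 (adjusted p = 2.2e-11). Both lay above 16 in control XY (17 and 19.28), on the stretched part of the scale, so the direction is certain and the size is not. A second cluster of *Cyp11a1* with means of 4.56 to 4.95, near background, differed by 0.39 in the opposite direction.

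In total 1674 clusters were higher in control XX than in control XY and 2127 were lower, of 65956 tested. These 2 sets are called ovary-higher and testis-higher below, and 1582 and 1917 of them had no overlap between the groups. Of all tested clusters 5526 and 6457 had none, where chance gives 0.794% over both directions. By camera 17 of 26 lists were called, and 8 kept the call with an estimated correlation: Sertoli cell, granulosa cell, meiotic prophase, fetal Leydig cell (2 higher and 7 lower of 13), hedgehog targets (0 and 4 of 5), cholesterol synthesis (0 and 13 of 13), adrenal-type steroidogenic (0 and 2 of 5, *Cyp11b1* and *Cyp21a1*) and male germ cell (0 and 10 of 16). With that estimate the adjusted p of these 8 lists was 0.0023 to 0.047. The 4 called hedgehog genes were *Ptch1*, *Gli1*, *Hhip* and *Hsd3b1*, and *Hsd3b1* was also counted on the fetal Leydig cell list. Adjusted over the list alone, the counts in this contrast were the same for every list except erythroid cell.

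The other lists called between the controls were lost with an estimated correlation. The adjusted p beside each list's counts here is the one with an estimated correlation. Genes of the interstitium (0 higher and 6 lower of 12, adjusted p = 0.15 with an estimated correlation), of pericytes and smooth muscle (0 and 7 of 11, adjusted p = 0.12), of the cell cycle (1 and 6 of 17, adjusted p = 0.53) and of the immediate early response (0 and 2 of 13, *Hspa1a* and *Hmox1*, adjusted p = 0.16) were lower in the ovary by camera. Surface epithelium (6 and 1 of 11, adjusted p = 0.18 with an estimated correlation), WNT/beta-catenin targets (3 and 1 of 11, adjusted p = 0.12) and erythroid genes (4 and 0 of 9, or 5 and 0 adjusted over the list alone, adjusted p = 0.5) were higher. Erythroid cells are blood carried with the tissue, and their genes varied widely between ovaries, with *Slc4a1* at 10.52 ± 1.52 in control XX and 8.01 ± 0.81 in control XY. The erythroid call was lost without control XX replicate 4 (adjusted p = 0.07) or control XY replicate 1 (0.051). The TGF-beta family ligands (1 higher and 3 lower of 15, adjusted p = 0.24 with an estimated correlation) and the endothelial genes (0 and 1 of 14, *Cdh5*, adjusted p = 0.5) passed at an adjusted p of 0.042 each. The ligand call was lost without control XX replicate 1, 4 or 5 or control XY replicate 2, 3 or 4 (adjusted p = 0.05 to 0.076) and with a replicate block (0.053). The endothelial call was lost without control XX replicate 1 or 4 or control XY replicate 3 or 4 (adjusted p = 0.056 to 0.11) and after a second quantile normalization (0.051). The lists not called were germ cell of both sexes, oocyte differentiation, TGF-beta family receptors, SMAD feedback targets, cord basement membrane, macrophage and immune, mesonephros, histone genes and the study-named genes (adjusted p = 0.1 to 0.58). The mesonephros list passed without control XY replicate 2 (adjusted p = 0.047).

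Removal of AMH and activin B was examined by comparing dKO XY with control XY gonads. Most of the genes that rose furthest act in meiosis. *M1ap* rose by 4.98 ± 0.27 (limma adjusted p = 2.9e-08), from 6.68 ± 0.38 to 11.66 ± 0.53 (SD, n = 5 each), and *Smc1b*, a meiotic cohesin subunit, rose by 4.68 ± 0.29 (adjusted p = 7.5e-08). *Bhmg1*, also known as *Meiosin*, and *Stra8*, which together start meiosis, rose by 3.96 ± 0.21 and 3.18 ± 0.41. Of the 31 measured genes of meiotic prophase, 25 rose and 0 fell, with a median log2 difference of 1.8. The list was called (camera adjusted p = 3.9e-36 and adjusted p = 0.032 with an estimated correlation). The genes that rose covered meiotic entry (*Meioc* 4.05), recombination (*Prdm9* 3.68 and *Meiob* 3.31), telomere attachment (*Terb1* 3.41) and the chromosome axis (*Hormad1* 2.45).

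Genes of the ovarian supporting lineage rose in the same gonads. Of 20 granulosa cell genes, 9 rose and 0 fell (camera adjusted p = 4.7e-13 and adjusted p = 0.017 with an estimated correlation). *Lgr5*, a receptor for R-spondins, rose by 3.05 ± 0.14 (limma adjusted p = 4.3e-09) and *Rspo1*, which encodes R-spondin 1, by 2.33 ± 0.15. *Fst* rose from 5.98 ± 0.09 to 8.25 ± 0.56, compared with 11.43 ± 0.28 in control XX. *Runx1* reached 7.3 ± 0.05, between 5.56 ± 0.07 in control XY and 8 ± 0.16 in control XX. *Foxl2* rose by 1.08 ± 0.15 (adjusted p = 0.00021) from 4.13 ± 0.19, a level near background that leaves the size of the rise uncertain, to 5.21 ± 0.19, while control XX stood at 7.16 ± 0.35. Of 11 WNT/beta-catenin target genes 1 rose (*Lgr5*, also on the granulosa cell list), and *Axin2* and *Nkd1* differed by 0.84 and 0.64, under the 2-fold threshold. That list passed camera (adjusted p = 0.0043 and adjusted p = 0.12 with an estimated correlation).

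**Figure D2:**
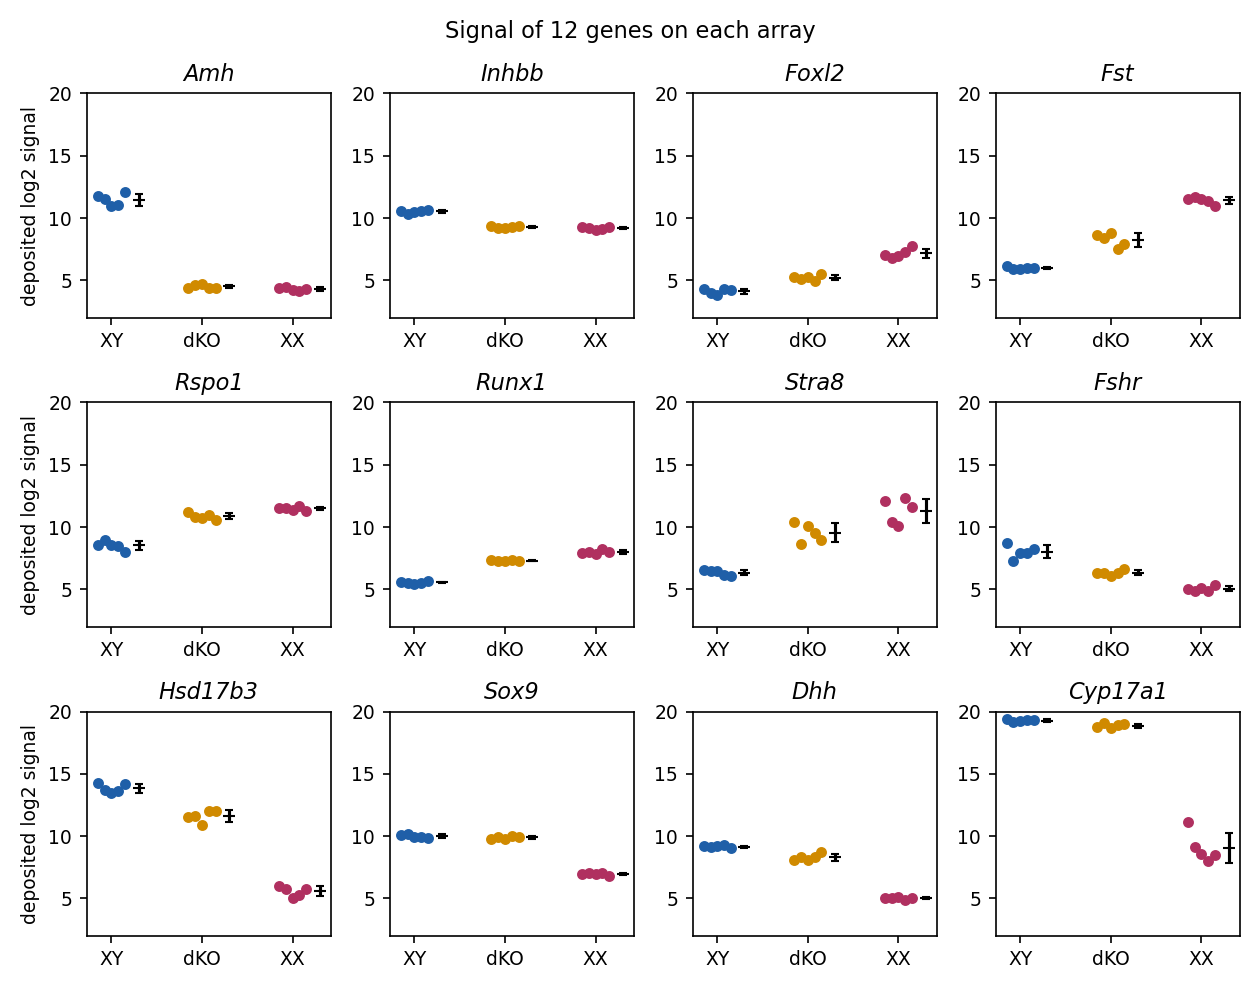
Deposited log2 signal (vertical axis) of 12 genes, with 1 point per array and the mean ± SD of 5 arrays beside the points. *Fst* averages 5.98 in control XY (XY), 8.25 in dKO XY (dKO) and 11.43 in control XX (XX), while *Sox9* averages 9.99, 9.9 and 6.95.

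Germ cell genes outside meiosis moved in both directions. *Sohlh2*, a germ cell transcription factor, rose by 3.42 ± 0.52 (limma adjusted p = 0.00051) as the 1 called gene of 15 on the oocyte differentiation list, which was not called (adjusted p = 0.56). Of 16 genes active in germ cells of both sexes 3 rose, namely *Taf7l* (2.44), *Dazl* (1.56) and *Tex101* (1.44), and the list was not called (adjusted p = 0.28; 3 higher and 1 lower adjusted over the list alone). Of 16 male germ cell genes 4 fell: *Piwil4* (-2.95 ± 0.6) and *Tdrd9* (-2.27 ± 0.56), both of the piRNA pathway, *Dnmt3l* (-1.76 ± 0.3), a cofactor of DNA methylation, and *Dppa4*. The levels of *Piwil4* and *Tdrd9* overlapped between the groups. Control XY replicate 2 stood apart from the other control XY arrays in *Sohlh2* (9.03 against 5.93 to 7.08), *Piwil4* (8.88 against 11.3 to 12.3), *Tdrd9* (8.17 against 10.67 to 11.72) and *Dnmt3l* (5.07 against 6.35 to 7.16), each time toward dKO XY, and it lowered these differences. Adjusted over the list alone, 1 male germ cell gene was higher and 5 were lower. Camera called the male germ cell list (adjusted p = 0.016 and adjusted p = 0.19 with an estimated correlation).

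Among Sertoli cell genes a subset fell, while *Sox9* was not called. *Hsd17b1* fell by 4.28 ± 0.25 (limma adjusted p = 4.2e-08) and *Hsd17b3* by 2.23 ± 0.23 (adjusted p = 1.5e-05), and *Fshr*, the receptor for follicle-stimulating hormone, fell likewise (-1.67 ± 0.19, adjusted p = 3.8e-05). *Defb19* and *Gdnf* (-1.01 ± 0.1), a growth factor for spermatogonia, also fell, and *Cldn11*, a tight junction protein, rose by 1.63 ± 0.17. The *Gdnf* difference dropped under 2-fold without dKO XY replicate 2 or 5 or control XY replicate 2 or 4 (to -0.95 at the least), after a second quantile normalization (-0.95), and with array medians centred or array weights (-0.99 each). *Sox9*, the transcription factor of Sertoli cell fate, differed by -0.1 ± 0.08 (adjusted p = 0.55), and *Dhh* by -0.85 ± 0.11 (adjusted p = 9e-05), under the 2-fold threshold. In all 1 of 26 genes rose and 5 fell, and the list was called (camera adjusted p = 0.00042 and adjusted p = 0.17 with an estimated correlation). Other genes that fell were the chemokine gene *Ccl17* (-5.26 ± 0.4), *Serpina5*, a serine protease inhibitor (-2.74 ± 0.33), *Sel1l3* (-2.38 ± 0.14), *Kazald1* (-2.33 ± 0.16), *Sgpp2* (-1.98 ± 0.18) and *Arhgap20* (-1.96 ± 0.15). Control XY replicate 2 lay nearest dKO XY, without overlap, in *Ccl17* (10.5 against 12.2 to 13.58 on the other control XY arrays), *Serpina5* (7.21 against 8.24 to 9.83) and *Fshr* (7.3 against 7.88 to 8.71).

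Genes of the interstitium were lower in dKO XY. The arrays measured whole gonads, so here, as for other cell types, fewer cells and a lower level per cell cannot be told apart. *Wnt5a* fell by 1.97 ± 0.11 (limma adjusted p = 3.9e-08), *Dlk1* by 1.34 ± 0.21 and *Tcf21* by 1.25 ± 0.22. With *Col1a1*, they made 4 of 12 interstitial progenitor and stroma genes that fell, and 0 rose. That list was called (camera adjusted p = 1.5e-11 and adjusted p = 0.032 with an estimated correlation). Of 5 hedgehog targets 1 fell, *Hhip* (-1.43 ± 0.14), with *Gli1* at -0.75 and *Ptch1* at -0.49. The hedgehog list was called (camera adjusted p = 0.0025 and adjusted p = 0.032 with an estimated correlation). Of 13 fetal Leydig cell genes 0 were called, and *Star*, which carries cholesterol into mitochondria, differed by -0.6 ± 0.18. As a set the Leydig cell list was shifted downward (camera adjusted p = 0.01 and adjusted p = 0.25 with an estimated correlation), with a median of -0.31. Cholesterol synthesis had 0 called genes of 13 and a median of -0.49, with *Cyp51* at -0.67 and *Sqle* at -0.5 (camera adjusted p = 1.4e-09 and adjusted p = 0.11 with an estimated correlation). Of 11 pericyte and smooth muscle genes 1 fell, *Tagln* (camera adjusted p = 7.8e-06 and adjusted p = 0.12 with an estimated correlation).

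Markers of the gonadal surface were higher in dKO XY. Of 11 surface epithelium genes 4 rose, namely *Upk3b* (1.81 ± 0.19), *Muc16* (1.37 ± 0.17), *Krt19* (1.18 ± 0.21) and *Wt1* (1.03 ± 0.13), and the list was called (camera adjusted p = 0.00024 and adjusted p = 0.17 with an estimated correlation). *Wt1*, a transcription factor also found in supporting cells, dropped under 2-fold without control XY replicate 1 (0.96) or replicate 5 (0.98).

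Within the TGF-beta family, other genes changed beside the targeted ones. *Amhr2*, the receptor for AMH, rose by 1.88 ± 0.12 (limma adjusted p = 9.3e-08) to 10.92 ± 0.17, with 11.4 ± 0.22 in control XX. *Acvrl1*, a type I receptor of vessels, fell by 1.2 ± 0.1, and these were the 2 called receptors of 13 (list adjusted p = 0.39). *Inhba*, which encodes the activin A subunit, fell by 1.06 ± 0.12 and *Tgfb2* by 1.02 ± 0.18 as the 2 called ligands of 15 (list adjusted p = 0.22). The 2-fold change was lost for *Inhba* without dKO XY replicate 3 (-0.96) or control XY replicate 1 (-0.98), and for *Tgfb2* without dKO XY replicate 3 (-0.93), dKO XY replicate 4 (-0.97) or control XY replicate 2 (-0.96) or after a second quantile normalization (-0.99). *Inha* differed by -0.86 ± 0.18. Of 9 SMAD feedback targets 0 were called, with *Smad7* at -0.69 and *Pmepa1* at -0.66. The camera call of that list (adjusted p = 0.033 and adjusted p = 0.23 with an estimated correlation) was lost without dKO XY replicate 3, 4 or 5 or control XY replicate 2 or 4 (adjusted p = 0.052 to 0.064) and after a second quantile normalization (0.092).

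Lists for other cell types and for sample quality were not called between dKO XY and control XY. Endothelial (median 0), macrophage and immune (0.15), erythroid (0.25), cord basement membrane (-0.01), cell cycle (-0.01), immediate early and stress (-0.05), histone (0.01) and adrenal-type steroidogenic (0.12) lists had 0 called genes each (camera adjusted p = 0.22 to 0.99). Of 10 mesonephros genes 1 rose, *Emx2* (1.12 ± 0.16), which the gonad also expresses, and the list was not called (adjusted p = 0.13), although it passed without control XY replicate 2 (adjusted p = 0.025). For the receptor, endothelial and histone lists the median and the test differed in sign, and for oocyte differentiation the median (-0.03) and the mean (0.3) did. The 11 genes named by the study had 5 higher and 4 lower, with *Sox9* and *Dhh* uncalled, the same as adjusted over the list alone, and the list had no common direction (adjusted p = 0.76). That list was chosen on these samples and is not independent evidence.

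**Figure D3:**
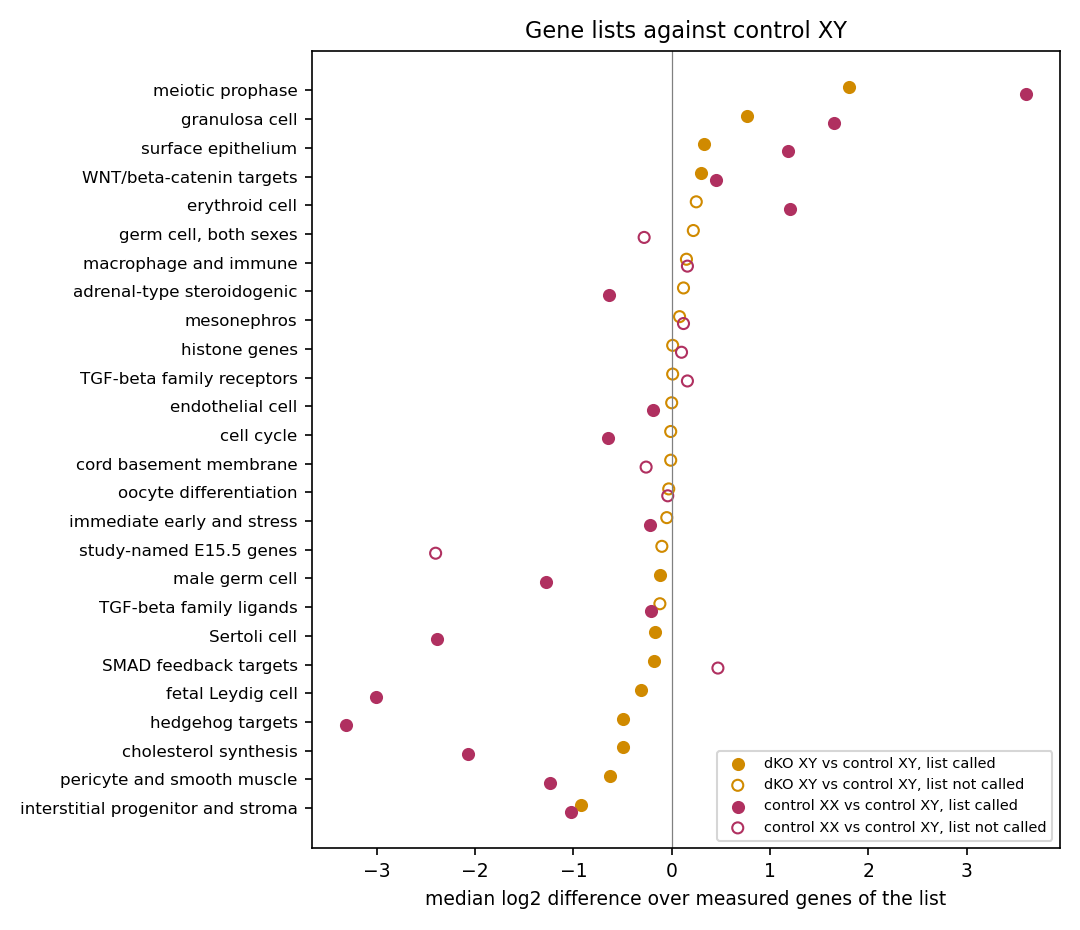
Median log2 difference over the measured genes of each of 26 lists (horizontal axis) for dKO XY and for control XX, both against control XY, with filled points for lists called by camera and open points for the others. The meiotic prophase list has medians of 1.8 and 3.6 and the granulosa cell list of 0.77 and 1.65, while the Sertoli cell list has medians of -0.17 and -2.39.

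In total 374 clusters were higher in dKO XY than in control XY and 1070 were lower, with 350 and 631 showing no overlap between groups. The higher clusters mostly carried 1 gene symbol (282), whereas 799 of the lower clusters did not and 271 did. The lower count depended on single arrays of control XY. It was 674 without control XY replicate 5, of which 244 carried a symbol, and 1392 without control XY replicate 2. The difference between positive and negative control probes was 4.31 on control XY replicate 5 and 4.86 to 5.08 on the other control XY arrays. By camera 12 of 26 lists were called, and 4 kept the call with an estimated correlation: meiotic prophase, granulosa cell, interstitial progenitor and stroma, and hedgehog targets. Adjusted over the list alone, the counts of this contrast were the same for every list except germ cell of both sexes and male germ cell. With a replicate block 369 clusters were higher and 1052 lower.

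The changes in dKO XY followed the difference between ovary and testis. Of the 374 higher clusters 315 were also ovary-higher (84.2%, 95% CI 80.2 to 87.6), where 9.5 would be expected of independent sets, and 233 of the 282 with 1 symbol were (82.6%). Of the 1070 lower clusters 694 were testis-higher (64.9%, 95% CI 62 to 67.7; 34.5 expected), and 219 of the 271 with 1 symbol were (80.8%). In the opposite direction were 7 higher and 0 lower clusters. Both contrasts use the control XY arrays, which raises such shares. Simulations with no effect called 1.28 higher and 1.81 lower clusters on average, so their shares were taken over the 374 highest and 1070 lowest differences, called or not. They gave mean shares of 13.7% and 23.3% with highest values of 47.9% and 69.7%, the latter above the share observed for lower clusters. The observed shares are of called clusters, so the simulated ones are a loose comparison. With different control XY arrays in the 2 contrasts, the mean shares were 81.4% (73.2 to 88.3) and 58.3% (36 to 84.3). Across clusters, which are not independent replicates, the log2 differences of the 2 contrasts had r = 0.714 and rho = 0.615, against 0.612 and 0.423 with split controls and a mean r of 0.127 with no effect.

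Each dKO XY array lay between the control gonads. Over the ovary-higher clusters the dKO XY position was 0.361 ± 0.094 (SD, n = 5; range 0.285 to 0.514), where control XY is at 0 and control XX at 1. Over the testis-higher clusters it was 0.5 ± 0.11 (range 0.41 to 0.668). Both positions differed from each control (exact two-sided permutation p = 0.0079, the smallest that 5 against 5 arrays allow). The clusters were chosen by the difference between these same control arrays. That choice holds the controls near 0 and 1 and can draw an unchanged group off 0. The permutation p does not allow for it. The testis-higher position exceeded the ovary-higher position by 0.138 ± 0.088 in 5 of 5 arrays (exact sign-flip p = 0.0625, the smallest that 5 arrays allow). With 1 cluster per gene symbol the positions were 0.375 and 0.364, so the excess was not present among clusters with a symbol.

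**Figure D4:**
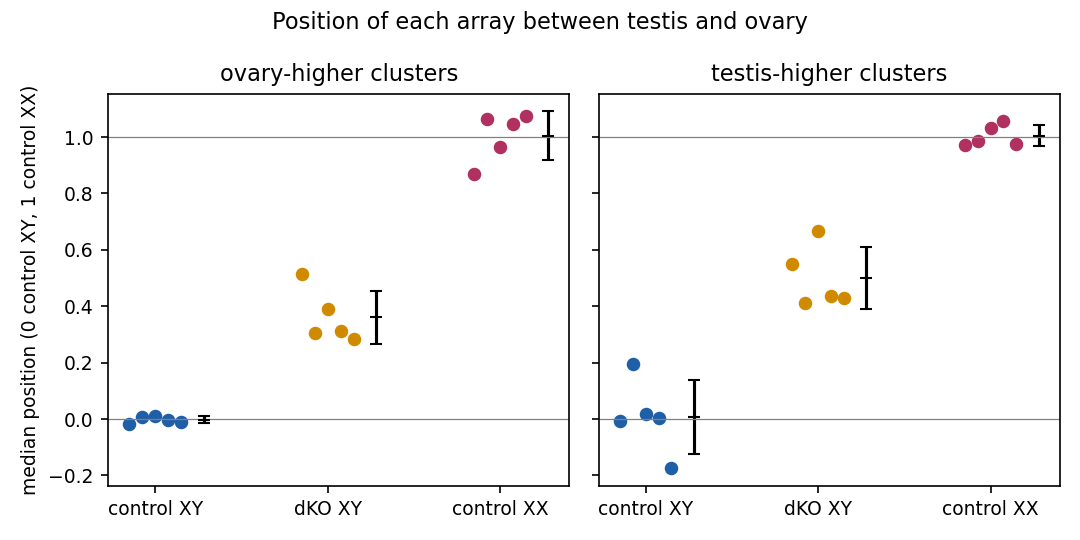
Position of each array between control XY (0) and control XX (1) (vertical axis), as the median over 1674 ovary-higher clusters and over 2127 testis-higher clusters, with 1 point per array and the mean ± SD of 5 arrays beside the points. The dKO XY arrays range from 0.285 to 0.514 and from 0.41 to 0.668, while control XY replicates 2 and 5 lie at 0.2 and -0.17 over the testis-higher clusters.

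The comparison of dKO XY with control XX showed how far these gonads remained from ovaries. Steroidogenic and Sertoli cell genes remained well above their ovarian levels. *Cyp11a1* was 10.9 ± 0.26 higher than in control XX (limma adjusted p = 1.9e-13) and *Cyp17a1* 9.81 ± 0.39 higher, although the second *Cyp11a1* cluster near background differed by -0.29. *Cst9*, a Sertoli cell gene, was 8.85 ± 0.29 higher and *Sox9* 2.95 ± 0.08 higher. Of 26 Sertoli cell genes 20 were higher and 0 lower (camera adjusted p = 2.4e-31). Of 13 fetal Leydig cell genes 7 were higher and 1 lower (*Thbs2*, adjusted p = 9.7e-06 and adjusted p = 0.053 with an estimated correlation). Cholesterol synthesis (11 of 13 higher), hedgehog targets (4 of 5), adrenal-type steroidogenic (2 of 5) and male germ cell (7 of 16) lists were likewise higher, and these 4 lists kept the call with an estimated correlation. The 4 hedgehog genes again included *Hsd3b1*, which was also counted on the fetal Leydig cell list.

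Meiotic and granulosa cell genes stood below the ovarian level. Of 31 meiotic prophase genes 28 were lower in dKO XY than in control XX and 0 higher (camera adjusted p = 6.8e-28), including *Meiob* (-3.07 ± 0.32), *Dmc1* (-2.41 ± 0.22) and *Bhmg1* (-2.34 ± 0.21). Of 20 granulosa cell genes 8 were lower, among them *Fst* (-3.17 ± 0.21) and *Foxl2* (-1.95 ± 0.15), and 2 were higher, *Nr0b1* and *Ctnna3* (camera adjusted p = 3e-08). *Rspo1* (-0.63 ± 0.15) and *Runx1* (-0.7 ± 0.08) differed from control XX by less than 2-fold. *Kazald1* was at 6.24 in dKO XY and 6.16 in control XX, a difference of 0.08 that became -0.03 without control XX replicate 1.

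In all, 803 clusters were higher in dKO XY than in control XX and 846 were lower, with 754 and 764 showing no overlap between groups. By camera 15 of 26 lists were called and 7 kept the call with an estimated correlation, namely Sertoli cell, granulosa cell, meiotic prophase and the 4 named above. With that estimate the adjusted p of these 7 lists was 0.00086 to 0.035. Pericyte and smooth muscle (3 higher and 0 lower, adjusted p = 0.29 with an estimated correlation), cell cycle (3 and 0, adjusted p = 0.5), immediate early and stress (1 and 0, *Hspa1a*, adjusted p = 0.17) and endothelial (1 and 0, *Cdh5*, adjusted p = 0.44) genes were higher as sets. The *Cdh5* difference of 1.02 dropped under 2-fold without control XX replicate 1 (0.98) or dKO XY replicate 2 (0.97), after a second quantile normalization (0.94) and, at 1 after rounding, with array medians centred. The endothelial call was lost without control XX replicate 1 (adjusted p = 0.077) or dKO XY replicate 1 (0.057). SMAD feedback targets (0 and 1, *Id2*, adjusted p = 0.27 with an estimated correlation), WNT/beta-catenin targets (1 and 2, adjusted p = 0.27) and erythroid genes (0 and 1, *Rhag*, or 0 and 2 adjusted over the list alone, adjusted p = 0.44) were lower as sets. The SMAD call was lost without control XX replicate 3 (adjusted p = 0.057) or dKO XY replicate 3 (0.095) or after a second quantile normalization (0.052), and the erythroid call without control XX replicate 4 (0.091) or by fry (0.077). The WNT call was lost without control XX replicate 1, 4 or 5, control XY replicate 2 or 5, or dKO XY replicate 1, 4 or 5 (adjusted p = 0.05 to 0.074) or after a second quantile normalization (0.052). The call of *Rhag* held only without dKO XY replicate 3, control XY replicate 5 or control XX replicate 1, 2 or 5, and was lost without each of the other arrays (adjusted p = 0.054 to 0.12), after a second quantile normalization (0.055) and with array medians centred (0.051). Adjusted over the list alone, all other counts of this contrast were the same. Lists not called were interstitial progenitor and stroma, germ cell of both sexes, oocyte differentiation, TGF-beta family ligands and receptors, cord basement membrane, macrophage and immune, surface epithelium, mesonephros, histone and study-named genes (adjusted p = 0.068 to 0.8). The ligand list passed without control XX replicate 3 or dKO XY replicate 3 (adjusted p = 0.033 each), the receptor list without control XX replicate 4 (0.04) and the cord basement membrane list without dKO XY replicate 3 (0.032).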

Values the study reported

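The study analysed E15.5 gonads with n = 5 and used a threshold of 2-fold at an FDR-corrected p < 0.05. It reported 98 genes with higher expression in dKO testes than in control testes, and counted 88 of these (90%) as enriched in the ovary. It reported 55 genes with lower expression, of which 48 (87%) were described as testis-enriched.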

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

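The test on mesonephros genes, the test on negative control probe sets, the fit without control XY replicate 5 as an explanation, and the examination of neighbouring genes and of clusters with 1 symbol near a target were chosen after the results were seen; the other tests in this part were written down before.

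Of 99 groups of 5 values examined, 4 held an array far from the other 4, where chance alone gives about 4.95. The difference between positive and negative control probes was 4.31 on control XY replicate 5 and 4.86 to 5.08 on the others. *M1ap* was at 13.37 on control XX replicate 1 and at 14.4 to 14.69 on the others. *Terb1* was at 11.27 on the same array and at 12.16 to 12.27 on the others. *Hsd17b1* was at 5.35 on control XX replicate 5 and at 5.56 to 5.63 on the others. Among 5222 negative control probe sets, which no comparison used, 13 passed the limma thresholds between control XX and control XY.

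Other splits of the same arrays made chance an unlikely source of the 3 counts of changed clusters. They do not address a batch that runs with the groups, and they mix arrays of both groups, which widens the spread and lowers their counts. Of 100 splits of the 10 arrays of each contrast, 1, the real one, gave as many called clusters. The real split of dKO XY and control XY gave 1444 and the highest other 652. For control XX and control XY these were 3801 and 138, and for dKO XY and control XX 1649 and 4.

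Most clusters that fell in dKO XY carried no single gene symbol: 799 of 1070 (74.7%), against 53.6% of tested clusters, with a median log2 difference of -1.16. Unspliced or genomic signal raised on all control XY arrays would lower the negative control probe sets likewise. Their median difference was -0.08 (quartiles -0.35 and 0.18), and 0 of 5222 were called by limma in that contrast (379 at unadjusted p below 0.05). This cannot exclude such signal on 1 array or in part of the clusters. The clusters were chosen for a fall of at least 1 log2 unit, and the control sets were not. The median of the negative control sets was 6.61 on control XY replicate 5 and 6.13 to 6.35 on the other control XY arrays. Control XY replicate 5, the array that stood apart in the control probes, contributed much of the count, since 430 such clusters were called without it. It did not account for all of them, because 423 of the 799 were called both with and without that array. A true fall of transcripts that lack an established symbol, 59.4% of which were testis-higher, may account for the rest and was not tested apart from array effects.

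Ovary-higher clusters were raised in dKO XY with a median difference of 0.53, and tissue carried along at dissection could give such a rise. Mixed ovary would need *Xist* at 14.21, given a median ovarian share of 22.1% on the deposited scale, whereas dKO XY had 5.59 ± 0.22 and no array above 5.97. The shares of meiotic prophase genes (23.6%) and granulosa cell genes (24.6%) were close to each other, so *Xist* alone argues against mixing, and only for XX tissue. Mesonephros left on the gonad was argued against by a median difference of 0.08 over 10 mesonephros genes (upper quartile 0.37) and by *Pax2* at the background (4.01 and 4.04 in control XY), but a small amount was not excluded, since *Lhx1* was at 5.87 in dKO XY against 5.33 in control XY and 4.97 in control XX (uncalled, adjusted p = 0.052) and the list passed camera without control XY replicate 2 (adjusted p = 0.025). A rise of ovarian transcripts within XY gonads may account for the rest, which these whole-gonad arrays did not test. The study gave other evidence for it at E15.5. By immunofluorescence it found cells with FOXL2 and without DMRT1, and germ cells with SYCP3, at the poles of dKO XY gonads. By single cell sequencing it described a feminized subpopulation of dKO XY supporting cells.

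Genes near a targeted locus can differ because flanking DNA of another strain travels with it. Called clusters on chromosomes 1 and 10, which carry *Inhbb* and *Amh*, numbered 130 without the targets, an odds ratio of 0.825 (95% CI 0.682 to 0.99), so they were not above their share, and neither were the clusters with 1 symbol (0.883, 95% CI 0.641 to 1.19) or those of them within 30 Mb of a target (1.11, 95% CI 0.677 to 1.72). Of 200 protein-coding neighbours, 50 on each side of each locus, 2 were called (*Pam* 1.09 and *Cd55* -1.49), or 1% against 2.22% of all protein-coding genes, and among 200 neighbours of any kind, which were tried first, 1 was called. These values argue against local effects of flanking DNA as the source of the changes as a whole. Single neighbours such as *Pam* and *Cd55*, and the few genes beyond both controls near a target, may still owe their difference to it. Effects of flanking DNA on genes of other chromosomes were not tested.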

How the results depend on the processing

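The thresholds of 3-fold and 4-fold, the array quality covariate, and the settings applied to the Y chromosome count and to the counts beyond both controls were chosen after seeing the data; the other settings were fixed before. Counts are given in the order dKO XY against control XY (higher, lower), control XX against control XY, and dKO XY against control XX, with main values of 374, 1070, 1674, 2127, 803 and 846. They moved by more than 1.5 times with the fold threshold, because its own construction admits more or fewer clusters. Without a fold threshold they were 2911, 3972, 7094, 8855, 4977 and 4956. At 1.5-fold they were 1176, 2411, 3619, 4869, 2234 and 2378. At 3-fold they were 122, 169, 674, 788, 323 and 240, and at 4-fold 65, 46, 387, 429, 192 and 88. By treat the first 2 were 205 and 163. With 1 cluster per symbol, which tests fewer clusters, the last 5 were 255, 1100, 950, 529 and 519. The share of higher clusters that were ovary-higher (84.2%) was 72.6 at 1.5-fold, 68.1 without a fold threshold, 87.8 by treat, 90.2 at 3-fold and 96.9 at 4-fold. The share of lower clusters that were testis-higher (64.9%) was 79.2 with 1 cluster per symbol, 70.4 with array weights, 79, 81.6, 84, 83.4 and 87 at 1.5-fold, without a fold threshold, by treat, at 3-fold and at 4-fold, and 58.3 with split controls. With split controls r was 0.612 in place of 0.714. For the array weights the cause was not tested. With an estimated correlation the called lists were 4, 8 and 7 in place of 12, 17 and 15.

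Omission of 1 array at a time gave counts of 313 to 425, 674 to 1392, 1606 to 1783, 1896 to 2404, 747 to 860 and 788 to 981. The lowest of the second range was without control XY replicate 5. The shares ranged from 78.1 to 86.3 and from 62.4 to 75.8, the positions from 0.323 to 0.38 and from 0.451 to 0.572, and r from 0.691 to 0.731. Called lists numbered 11 to 12, 14 to 17 and 13 to 16. *Amh* ranged from -7.09 to -6.81 and *Inhbb* from -1.3 to -1.23. Against control XY, both positions kept the smallest permutation p under every setting tried for them. This shows that the groups stayed apart, and not how stable the positions were.

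By fry the list of study-named genes passed in the direction opposite to camera (adjusted p = 0.035 for dKO XY against control XY and 2.1e-05 against control XX). The second *Cyp11a1* cluster differed by 0.39 (control XX against control XY) and -0.29 (dKO XY against control XX), and *Kazald1* by -0.03 (without control XX replicate 1) to 0.16 against control XX when 1 array was omitted. The cause was not tested. Of 230 pairs of a named gene and a contrast, 13 changed their call without 1 array and 9 under another setting. Of 78 pairs of a list and a contrast, 25 lost the call with an estimated correlation, 8 lost and 5 gained it without 1 array, and 6 lost and 10 gained it under other settings. Clusters near the background probes (median 3.61) cannot show a fall, and the stretched scale leaves the true ratios unknown.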

Other observations

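The test on pluripotency genes was written before their values were seen but after the pattern behind it, and the test on the chromosomes of the genes beyond both controls and the settings tried for the counts beyond both controls and on the Y chromosome were chosen after these results were seen.

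In dKO XY gonads some clusters were called in the same direction against both controls, with 30 above and 12 below. The calls compare group means, so single arrays can overlap, as between dKO XY and control XY in both *Uba1y* clusters. Ranked by the smaller of the 2 differences, the 5 highest were *Nts*, which encodes neurotensin (1.78 over control XY and 2.59 over control XX), *Cldn11* (1.63 and 2.33), *Nr0b1*, an X-linked repressor of steroidogenic gene expression (2.51 and 1.53), *Lin7a* (1.51 and 2.22) and the pseudogene *Fabp3-ps1* (1.49 and 3.43). The parent gene *Fabp3*, which resembles it in sequence, stood at 1.3 and 3.28. Farthest below both of the genes with 1 symbol was the microRNA *Mir1931* (-2.22 and -1.93), and the farthest below both among the established symbols, which leave out microRNAs such as *Mir218-1* (-1.23 and -1.08), were *Angptl7* (-1.59 and -1.19), *Elovl2* (-1.1 and -1.45), *Cd55* (-1.49 and -1.09), *Emilin3* (-1.73 and -1.09) and *Fras1* (-1.02 and -1.06). The count above was 50 without control XY replicate 2, and the count below was 6 without dKO XY replicate 3, 7 without control XX replicate 2 and 6 without control XX replicate 3.

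The genes beyond both controls crowded on the chromosomes of the targeted loci, where flanking DNA of another strain can differ from both controls alike. Of the 42 clusters, 11 lay on chromosomes 1 and 10 (26.2% against 10.8% of tested clusters), an odds ratio of 2.95 (95% CI 1.34 to 6.03). Of the 10 with a single symbol, *Nts*, *Lin7a*, *Fabp3-ps1*, *Rassf9* and *Mir1931* lay on chromosome 10 with *Amh*, and *Cd55*, *Prdm14*, *Efhd1*, *Ildr2* and *Kif26b* on chromosome 1 with *Inhbb*. In the reference genome 6 of these lay within 30 Mb of a target, namely the 5 on chromosome 10 and *Cd55*, or 17.6% of 34 clusters with 1 symbol against 3.48% of tested ones. Flanking DNA may therefore account for these 6 rather than the loss of *Amh* and *Inhbb*, which the arrays cannot tell apart. *Fabp3-ps1* is a doubtful member of the 6. Its means of 10.78, 9.29 and 7.35 in dKO XY, control XY and control XX lay near those of *Fabp3* on chromosome 4 (10.84, 9.54 and 7.57). Which of the 2 loci gives these signals was not tested. Effects of flanking DNA on clusters of other chromosomes were not tested either.

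The sex chromosomes held more changed clusters than their share in 3 of 4 comparisons. Chromosome 12 also did for clusters that fell (66 of 2619, odds ratio 1.6, Fisher's exact adjusted p = 0.0029). Of 3391 X clusters 43 rose in dKO XY against control XY (odds ratio 2.41, Fisher's exact adjusted p = 9.6e-06 over both directions and all chromosomes) and 102 fell (odds ratio 1.97, adjusted p = 4.2e-08). Of 558 Y clusters 2 rose, both of *Uba1y* (1.14 and 1.23; odds ratio 0.629, adjusted p = 0.99), and 91 fell (odds ratio 12.8, adjusted p = 3.1e-60). The Y clusters that fell may not be independent of each other. Their median correlation of 0.967 over the 15 arrays cannot decide this. It includes the control XX arrays, which carry no Y chromosome, so a shared difference between the sexes can give it. Their number was 28 without control XY replicate 1, 52 without control XY replicate 5 and 56 without dKO XY replicate 1.

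The number of clusters higher in dKO XY than in control XY was 374 here. That is higher than the number of genes quoted from the study above. The number of lower clusters was 1070 here. That is also higher than the number quoted from the study above. These are clusters, and they held 279 and 256 distinct symbols, still above the numbers quoted, so the unit alone does not close the gap. Unmoderated contrasts, the form in the study's methods, gave 365 and 964 clusters. On the stretched scale 3-fold gave 122 and 169 and 4-fold 65 and 46, so a difference of scale could account for the gap, which was not tested.

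Among the genes above both controls were *Sox2* (1.42 over control XY and 1.9 over control XX), *Prdm14* (1.09 and 1.65) and *Tcl1* (1.06 and 2.35), which are active in pluripotent cells and were picked after their values were seen. A hypothesis was that germ cells of dKO XY gonads may keep more of the pluripotency programme than those of either control. It was tested on 13 further pluripotency genes outside the lists. Their median difference from control XY was 0.12, and 0 of them were called by limma. Their median difference from control XX was 0.48, and *Utf1*, *Dppa5a*, *Dppa2*, *Sall4* and *Nr5a2* were higher. Camera gave p = 0.28 for the first contrast and p = 9.6e-06 for the second, or p = 0.63 and 0.064 with an estimated correlation. The test did not settle the hypothesis, because both medians were above 0 but only the contrast with control XX passed. That contrast cannot decide, since control XY also stood above control XX in each called gene. *Utf1* was at 8.35 in control XY and 5.01 in control XX, and *Sall4* at 10.22 and 7.36. Against control XY, *Utf1* (-0.86) and *Sall4* (-0.48) were lower in dKO XY, while *Dppa5a* (0.91), *Dppa2* (0.69) and *Nr5a2* (0.81) were higher.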
